# Low‐Input Assay for Transposase‐Accessible Chromatin Identifies Epigenetic Signatures of Liver Group 1 Innate Lymphoid Cells

**DOI:** 10.1002/eji.70066

**Published:** 2025-10-03

**Authors:** Kevin Schmid, Robin P. Schenk, Gabriela M. Wiedemann

**Keywords:** ATAC, chromatin accessibility, epigenetic, ILC1, NK cell

## Abstract

Assessing chromatin accessibility in rare cell populations within tissue remains a key challenge. To address this, we present a low‐input ATAC workflow optimized for liver ILCs. The protocol is validated across cell numbers, Tn5 ratios, and library preparation steps and unveils unique epigenetic features of liver NK cells and ILC1s.

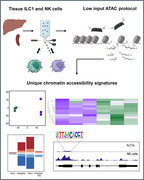

**Abbreviations**
ATAC: assay for transposase‐accessible chromatin
DAR: differential accessible region
ILC: innate lymphoid cell
NK: natural killer
TF: transcription factor

Epigenetic reprogramming is a hallmark of the innate and adaptive immune response. Rapid chromatin remodeling in response to external stimuli like infection or tissue damage ensures appropriate acute and lasting responses [1]. With regard to group 1 innate lymphoid cells (ILCs), consisting of natural killer (NK) cells and ILC1s, epigenetic programs are at the core of functional adaptations during development, activation, memory formation, and dysfunction. During development, distinct chromatin accessibility patterns assure proper functionality and gene loci of key functional genes such as *Ifng* are epigenetically primed to facilitate rapid activation [2, 3]. Moreover, NK cell and ILC1 activation, proliferation, and memory formation in response to viral infection or cytokine stimulation are fostered by epigenetic alterations, and clonal inheritance of chromatin accessibility features enables lasting NK cell memory in humans [4, 5, 6, 7]. Likewise, different homeostatic and pathologic tissue microenvironments (like the tumor microenvironment) have impact on the epigenetic landscapes and thus on functionality [8]. With regard to the central role of epigenetic programs in defining NK cell and ILC1 responses to infection and cancer as well as high inter‐organ heterogeneity, it is crucial to understand NK cell and ILC1 baseline epigenetic characteristics across different organs. However, epigenetic characterization of tissue NK cells and ILC1s is complicated by low cell numbers derived from human and mouse tissues.

Assay for transposase‐accessible chromatin followed by sequencing (ATAC‐seq), a method developed in 2013 by Buenrostro and colleagues, is a fundamental method for the assessment of chromatin accessibility and thus epigenetic state [9]. Although the initial protocol was comprehensively improved to enhance signal‐to‐noise ratio and allow for analysis of lower cell numbers [10, 11], it was not optimized for delicate tissue‐derived immune cells and their unique features such as small nuclei, high granularity, and reduced viability. Additionally, while more recent methods like single‐cell ATAC‐seq make it possible to study heterogeneous and small cell populations on a single cell basis [12], bulk ATAC‐seq provides higher sequencing depth and less noise, allowing for easier downstream analysis and identification of less pronounced regulatory elements. In order to resolve chromatin accessibility in tissue‐derived NK cells and ILC1s, we modified the omni‐ATAC protocol to a low input protocol specifically for these cell types.

First, we tested the standard protocol on 60,000 sorted splenic NK cells (Figure 1A). However, this resulted in over‐transposition and high duplication rates (Figure 1B,C), demonstrating the need to adjust the protocol. We first optimized the protocol by titrating the Tn5 reaction buffer (Figure 1B). We observed that the lowest Tn5 volume yielded a clear distribution of nucleosome‐free regions, mono‐nucleosomal regions, and di‐nucleosomal regions while maintaining perfect library concentration and average fragment size for downstream sequencing (Figure 1B). Next, we addressed the high duplication rate to ensure a sufficient depth of coverage (Figure 1C). While the initial protocol recommends using a PCR cycle number for library amplification that corresponds to 25% of the cycles required to reach maximum fluorescence during qPCR pre‐amplification, we aimed to reduce this number even further. Our results reveal that reducing the cycle count by three additional cycles does not compromise library concentration but increases average fragment size (Figure 1C).

**FIGURE 1:**
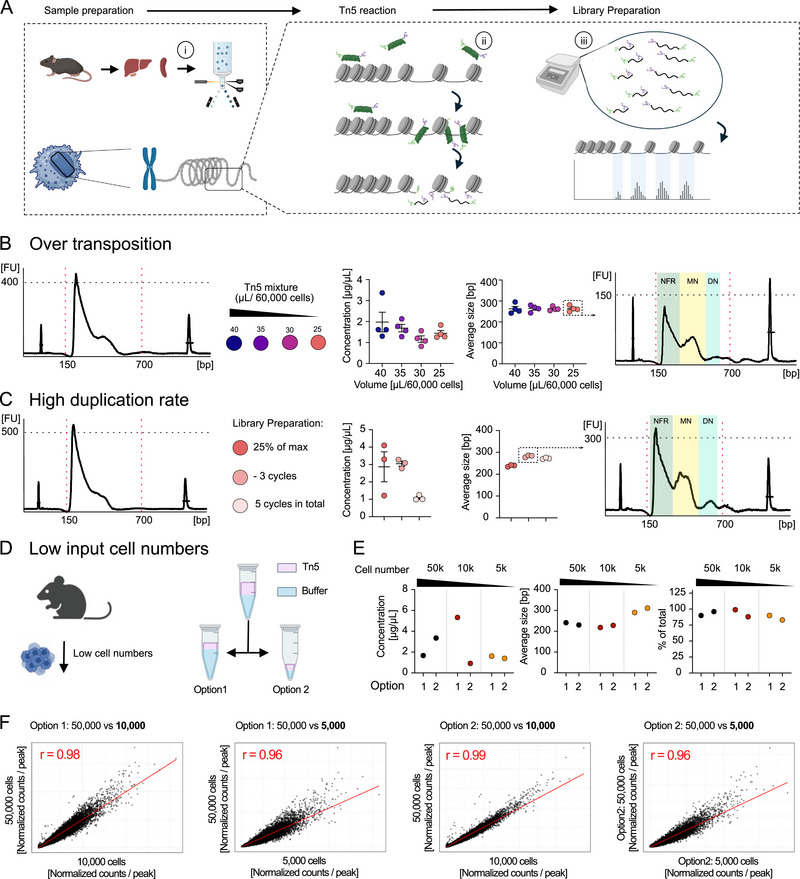
Optimization of bulk ATAC‐seq protocol for low input cell numbers. **(A)** Overview of the sample preparation process, highlighting key challenges: (i) low‐input cell numbers during initial sample preparation, (ii) over‐transposition during Tn5 reaction, and (iii) over‐amplification during library preparation. **(B)** Addressing over‐transposition: scatter plot of concentration and average fragment size after library preparation (range: 150–750 bp, extracted from BioAnalyzer; *n* = 4). Error bars represent standard error of the mean (SEM). Right side: BioAnalyzer profile of the final optimized version (25 µL reaction volume), including depiction of nucleosomal regions. **(C)** Addressing high duplication rates: scatter plot depicting concentration and average fragment size after library preparation (range: 150–750 bp, extracted from BioAnalyzer; *n* = 3). Right side: BioAnalyzer profile of the final optimized version (−3 cycles). Error bars depict SEM. **(D)** AdjustingTn5 reaction volume: Schematic of reaction setups (Option 1 and Option 2) with varying buffer volumes and constant Tn5 amount and buffer concentrations. **(E)** Scatter plot of concentration, average fragment size, and fraction of total fragments after library preparation (range: 150–750 bp, extracted from BioAnalyzer). **(F)** Pearson correlation analysis of normalized counts for all annotated peaks across different input cell numbers (Option 1 and 2: 50,000 vs. 10,000 and 50,000 vs. 5000).

Having established a suitable ATAC protocol for high numbers of primary NK cells, we proceeded to downscale input cell numbers up to 5000 cells. We compared the effects of altering the reaction buffer volume while keeping the Tn5 amount constant in two different reactions setups: option 1 and option 2. Option 2 follows the initial protocol with a down‐scaled volume based on the input cell number, while option 1 adjusts the Tn5 amount according to cell number but keeps the higher buffer volume, thus allowing easier handling (Figure 1D). To validate libraries generated with both options, we submitted the samples for sequencing. Analysis of fragment concentration, average size, and fraction within the target size range revealed neglectable differences among the two options (Figure 1E). Subsequent correlation analysis of all detected normalized peak counts demonstrated a very strong correlation between high versus lowest input cell numbers (Figure 1F). These results demonstrate that varying reaction buffer volumes still lead to robust fragment distribution as long as Tn5 amount is adjusted to input cell number. In summary, we have developed an easy‐to‐handle and reliable method for low‐input bulk ATAC of primary NK cells, which provides comparable results in low‐ versus high‐input cell numbers.

Next, we proceeded to analyze epigenetic features of liver Group 1 ILCs. 

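ATAC-seq reads out open chromatin through the transposase Tn5, which inserts sequencing adapters mainly where DNA is not wrapped in nucleosomes, so that the number of fragments recovered from a region is a measure of its accessibility. The experiment comprised 3 libraries of liver ILC1s and 3 libraries of liver NK cells from male C57BL/6J mice aged 24 weeks. The authors trimmed the reads, aligned them to the mouse genome assembly GRCm38, removed mitochondrial, low-quality, duplicate and blacklisted fragments, called peaks in each library separately, merged overlapping peaks, and deposited the number of fragments in each merged region without normalization. The table holds 107945 regions. The total number of fragments counted in regions was 8526923, 11279588 and 12302602 in the NK cell libraries and 5687282, 6103178 and 6916979 in the ILC1 libraries. The median total of the NK cell libraries was 1.85 times that of the ILC1 libraries. No ILC1 library was as deep as any NK cell library, so batches that follow depth cannot be told apart from cell type. The depth of the counts was equalised by thinning every library at random to the smallest total. This gave 28779 differentially accessible regions, against 33494 without thinning, by the test and thresholds given below. Of the 33494, 82.5% were kept, all of those with the same direction, which argues against the depth of the counts alone for the regions kept. Peaks were called before thinning, so an effect of depth on which regions were called is not removed. The 1000 regions with the most fragments took between 15.5% and 17.4% of each library. The regions carry a running number only, without position or gene, so the annotation, motif and locus analyses of Figure 2C to 2H were not repeated. The columns name the cell type but not which of the 3 samples each is, and the libraries are therefore identified by their totals. Within each cell type, the counts of every pair of libraries differed by more than sampling noise (chi-square per degree of freedom between 1.42 and 3.25 over regions with at least 20 fragments in the pair), so no library was a copy of another. All 6 were counted as replicates after the 3 per cell type that the paper gives, which this comparison cannot test. Totals were adjusted by the TMM method of edgeR, with factors between 0.966 and 1.03.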

To this end, we sorted NK cells and ILC1s from mouse livers and performed our optimized ATAC protocol. 

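The PCA was computed on the counts after the variance-stabilising transformation of DESeq2, without using the cell type, and over all 107945 regions. PC1 held 78.8% of the variance and PC2 held 7.58%. The PC1 score was 29.3 ± 0.343 (SD, n = 3) in liver ILC1s and -29.3 ± 2.24 (SD, n = 3) in liver NK cells, and the closest libraries of the different cell types were 55.5 units apart. With 3 libraries against 3, the exact permutation test on the PC1 score gave a two-sided p = 0.1, the smallest that this design allows. Along PC2, the ILC1 libraries were more spread (SD 15.3) than the NK cell libraries (SD 3.66), with the ILC1 library of 6103178 fragments at 17.6 and the other ILC1 libraries at -7.91 and -9.73. When the PCA was restricted to the 500 most variable regions, the default of the DESeq2 plotting function, the share of PC1 was 98.5%.

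**Figure D1:**
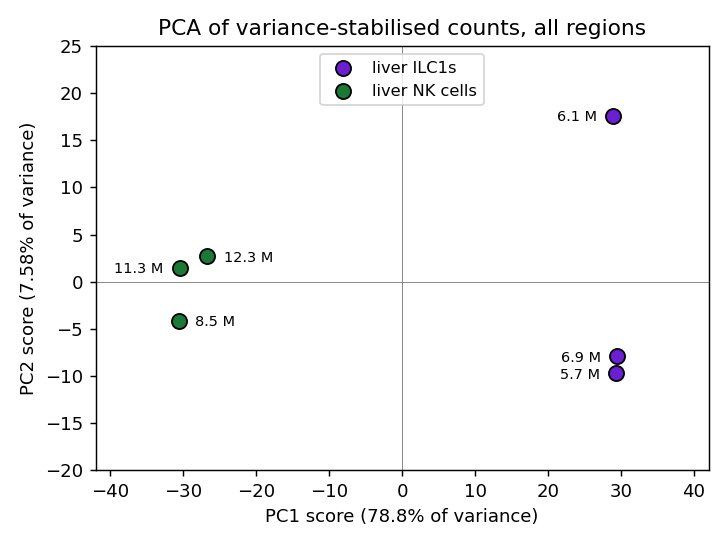
Scores of the 6 libraries on PC1 (horizontal, 78.8% of the variance) and PC2 (vertical, 7.58%), with liver NK cells in green, liver ILC1s in violet and the total fragments of each library beside its point. The NK cell libraries lie between -30.6 and -26.7 on PC1 and the ILC1 libraries between 28.9 and 29.5.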

Principal component analysis (PCA) of all detected peaks revealed a clear separation between liver NK cells and liver ILC1s along PC1 (Figure 2A). 

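Each region was tested for a difference between liver ILC1s and liver NK cells with the quasi-likelihood test of edgeR and Benjamini-Hochberg adjustment over the 106376 regions with at least 1 fragment. Regions with an adjusted p-value under 0.05 and a fold change over 1.5 in either direction, the thresholds of the paper, numbered 33494, which is 31% of all regions. Of these, 16918 were more accessible in liver ILC1s and 16576 in liver NK cells. The median absolute log2 fold change was 1.87. Levels are given as CPM, the count divided by the normalized library total and scaled alike in all libraries. On the scale of log2(CPM + 1), the median difference between group means in these regions was 0.95, against a median SD of 0.235 between libraries of one cell type. Since the regions were selected for a large difference relative to spread, these values are descriptive and not a separate test of the regions. In 93.8% of them all 3 libraries of one cell type exceeded all 3 of the other, compared with 45% of all tested regions and 10% expected by chance for 3 against 3. In 8968 of these regions every library of the less accessible cell type had 3 or fewer fragments, so their fold changes are imprecise. The setting that moved the number most was a minimum of 10 fragments in every library, which also removes regions that are closed in one cell type. It gave 13253 differentially accessible regions. Among regions without overlap between the groups, the smallest p-values for higher accessibility in liver ILC1s belonged to peak_15633, with 139 ± 10.6 CPM in liver ILC1s and 20.4 ± 0.705 in liver NK cells (SD, n = 3 each; log2 fold change 2.76, adjusted p = 6.41e-17 from the edgeR quasi-likelihood test), and to peak_29979, with 97.8 ± 7.74 and 10.1 ± 1.29 CPM (SD, n = 3 each; log2 fold change 3.25, adjusted p = 8.93e-17 from the same edgeR test). The corresponding regions for liver NK cells were peak_105170, with 94.5 ± 4.17 CPM in liver NK cells and 0.911 ± 0.32 in liver ILC1s (SD, n = 3 each; log2 fold change -6.71, adjusted p = 7.14e-18 from the same edgeR test), and peak_52567, with 114 ± 3.53 and 2.01 ± 1.33 CPM (SD, n = 3 each; log2 fold change -5.76, adjusted p = 2.71e-17 from the same edgeR test). In peak_105170 the ILC1 libraries held between 4 and 7 fragments each and the NK cell libraries between 790 and 1096.

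**Figure D2:**
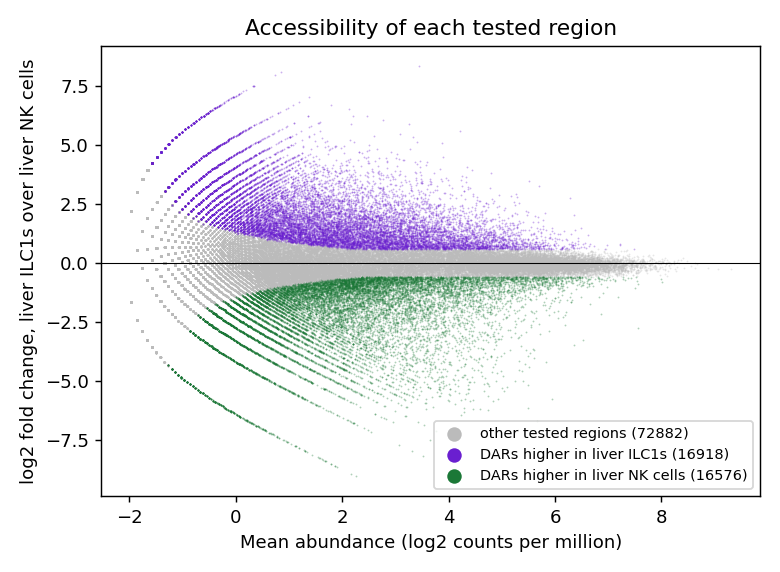
Log2 fold change of each of the 106376 tested regions (liver ILC1s over liver NK cells, vertical) against its mean abundance in log2 CPM (horizontal), each point being one region. The 16918 regions more accessible in liver ILC1s are violet, the 16576 more accessible in liver NK cells are green and all others grey, and the curved lines at low abundance are regions with few fragments.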

In total, we identified 30,129 differentially accessible regions (DARs, *p*_adj_ < 0.05, |fold change| > 1.5) between the two groups (Figure 2B). Stratification by annotated genomic regions revealed that most DARs between ILC1s and NK cells are found in intergenic and intronic putative enhancer regions (Figure 2C). Transcription factor (TF) motif discovery analysis revealed Ets1 and interferon regulatory factor (IRF) motifs among top enriched motifs in liver NK cells, featuring key TFs for NK cell development and function [13] (Figure 2D). By contrast, liver ILC1 DARs were enriched for CTCF motifs, a TF involved in 3D chromatin organization, as well as NRF1, a key regulator of mitochondrial biogenesis with currently unexplored role in ILCs [14]. Gene set enrichment analysis revealed enrichment of cytokine and lymphocyte differentiation pathways in ILC1‐specific open chromatin regions (Figure S1A). Analysis of the *Eomes* and *Cxcr6* loci (Figure 2E,F) and other loci of genes highly expressed in NK cells or liver ILC1s revealed cell type–specific chromatin accessibility patterns mirroring typical gene expression profiles [15] (Figure 2G, Figure S1B). Within the accessible regions, we identified binding sites for TFs known to regulate ILC1 and NK cell function (Figure 2H). Overall, our biocomputational analysis confirms quality and biological relevance of our ATAC data and reveals differential epigenetic states in liver ILC1s versus NK cells.

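The separation of the cell types was compared with the spread between replicates by correlating the libraries across regions, on the scale of log2(CPM + 1), with counts scaled by library totals, over all regions. Regions of one library are not independent replicates, so these coefficients are descriptive. Pearson's r was between 0.986 and 0.99 for the 3 pairs of NK cell libraries and between 0.977 and 0.981 for the 3 pairs of ILC1 libraries. The 9 pairs of an ILC1 with an NK cell library gave values between 0.904 and 0.92, so every pair of replicates was more alike than any pair from different cell types. The coefficients moved most with Spearman's rho, whose mean was 0.938 within and 0.828 between cell types, and the order was kept, with the lowest value within a cell type at 0.915 and the highest between cell types at 0.85. The common biological coefficient of variation between replicates, estimated by edgeR, was 0.0872. From its computational analysis as a whole, of which the separation on PC1 and the DARs are the parts recomputed here, the paper concludes that the ATAC data are of good quality and biologically relevant and that epigenetic states differ between liver ILC1s and NK cells.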

**FIGURE 2:**
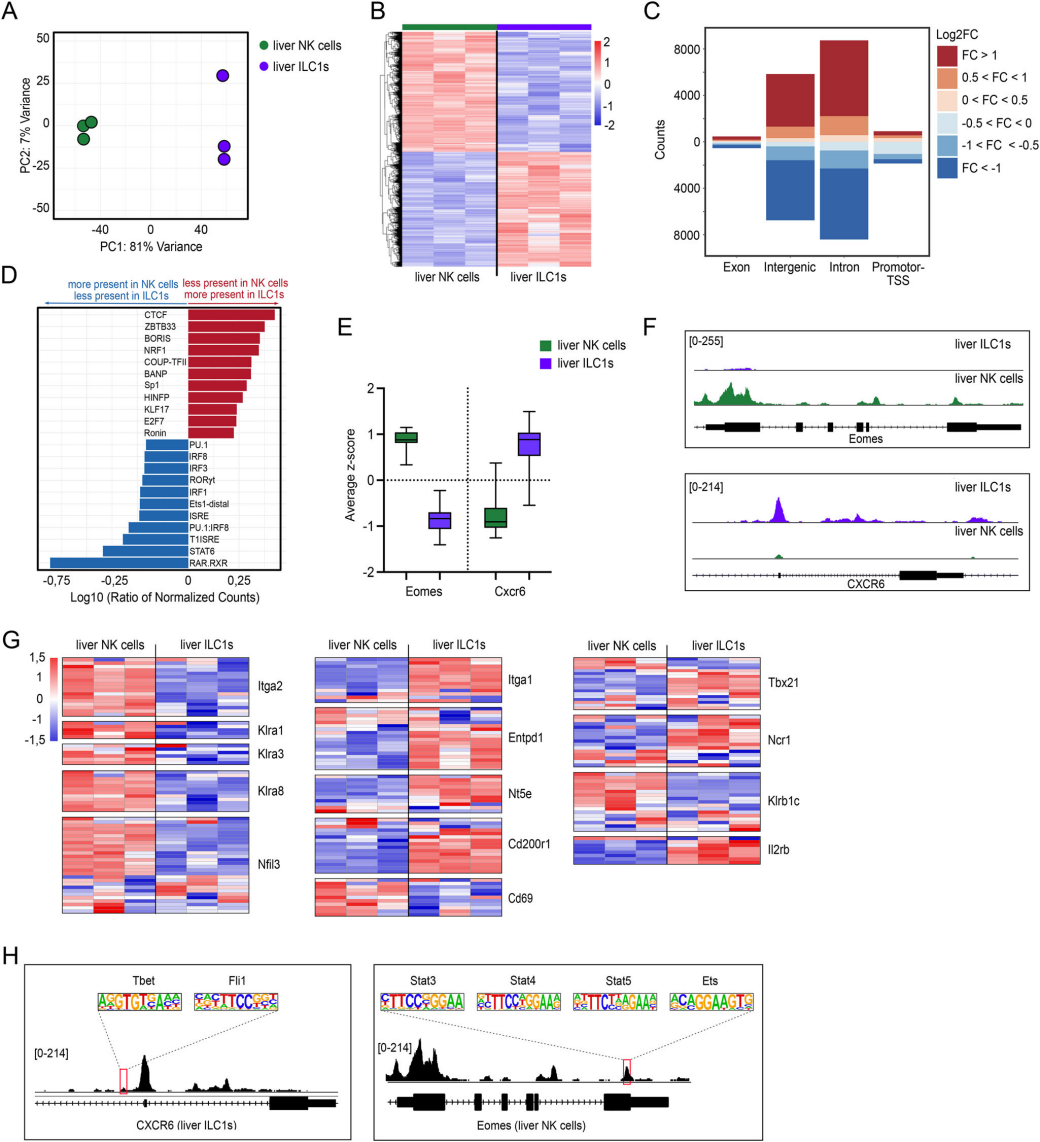
Analysis of bulk ATAC‐seq data from primary liver group 1 ILCs. NK cells and ILC1s were isolated from healthy C57BL/6 livers and sorted by fluorescent‐activated cell sorting (*n* = 3). ATAC was performed on fresh cells according to protocol. **(A)** PCA of detected peaks (107,945 features). **(B)** Heatmap analysis of 30,129 DARs between ILC1s and NK cells (|FC| > 1.5, *p*_adj_ < 0.05). **(C)** Stacked bar graph of significant annotated regions (*p*_adj_ < 0.05), categorized by accessibility. **(D)** Bar plot showing the top 11 log_10_‐transformed ratios of normalized counts for TF motifs classified as more and less accessible. **(E)** Box plot showing *z*‐scores of all DARs annotated to *Eomes*, *Cxcr6*, with whiskers at 0.05 and 0.95 percentiles. Box represents SEM. **(F)** Gene tracks of the *Eomes* and *Cxcr6* loci. **(G)** Heatmap displaying gene accessibility in detected peaks across selected gene regions (*p*_adj_ < 0.05). **(H)** Depiction of selected TF motifs identified within the respective gene loci.

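The direction of the fold changes below is liver ILC1s over liver NK cells, and the counts cover all annotation classes together, since the class of each region was not analysed here. With the edgeR quasi-likelihood test, 39243 regions had an adjusted p-value under 0.05 before any fold change threshold. Of these, 13923 had a log2 fold change over 1, 3621 between 0.5 and 1, and 1804 between 0 and 0.5. In the other direction, 13513 had a log2 fold change under -1, 3712 between -1 and -0.5, and 2670 between -0.5 and 0. Changes beyond 1 on the log2 scale thus made up 69.9% of the significant regions and changes within 0.5 made up 11.4%. The outer classes were of similar size in both directions. After filterByExpr, which keeps regions with enough fragments in the libraries of either cell type, the share beyond 1 was 57.8%, with 9147 regions higher in liver NK cells and 8707 higher in liver ILC1s. With at least 10 fragments in every library it was 35.2%, with 2767 and 4222 regions, but this filter removes regions closed in one cell type, among them peak_105170 and peak_52567, and with them large changes. Among the changes within 0.5, 59.7% were higher in liver NK cells with TMM normalization, but this share was 47.7% when libraries were scaled by their totals alone and 49.3% with abundance-trended loess offsets, so the direction of the small changes depends on the scaling.

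**Figure D3:**
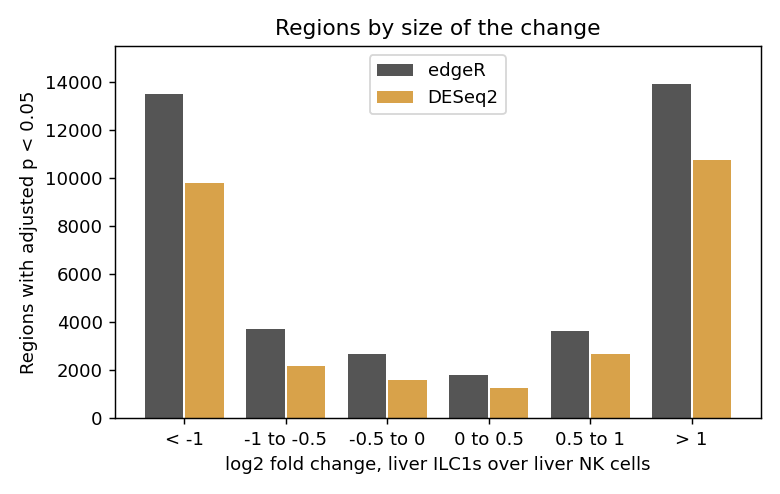
Number of regions with an adjusted p-value under 0.05 (vertical) in 6 classes of log2 fold change, liver ILC1s over liver NK cells (horizontal), from edgeR in grey and DESeq2 in orange. The outer classes hold 13513 and 13923 regions with edgeR and 9798 and 10757 with DESeq2.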

In summary, we provide an optimized and reproducible low input ATAC protocol adjusted to tissue ILCs. By enabling reliable epigenetic profiling from limited cell numbers, this protocol offers new opportunities to investigate epigenetic properties of rare ILC populations in tissues at steady state and in response to perturbations such as infection, tissue damage, or malignancy. We believe that this method will be broadly applied and significantly contribute to a deeper understanding of tissue immunity.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File** eji70066‐sup‐0001‐SuppMat.pdf.

## Data Availability

The data that support the findings of this study is openly available at the GEO repository under GEO accession number GSE296068.

# Supplementary material for: Low‐Input Assay for Transposase‐Accessible Chromatin Identifies Epigenetic Signatures of Liver Group 1 Innate Lymphoid Cells
**Source:** Eur J Immunol. 2025 Oct 3;55(10):e70066. doi: 10.1002/eji.70066
**Supplement:** Supplementary file 1 — Supporting File eji70066‐sup‐0001‐SuppMat.pdf.

# Low Input Assay for Transposase-Accessible Chromatin Identifies Epigenetic Signatures of Liver Innate Lymphoid Cells Type 1 versus Natural Killer Cells

Kevin Schmid<sup>1</sup>, Robin P. Schenk<sup>1</sup>, Gabriela M. Wiedemann<sup>1</sup>

Keywords: Epigenetic, Chromatin Accessibility, ATAC, NK cell, ILC1

## **Material and Methods**

### Mice

C57BL/6J mice were bred and housed under specific pathogen-free conditions at a regular 12 h light–dark cycle with access to food and water ad libitum. All animal experiments were approved by the District Government of Upper Bavaria (Vet 02-21-118) and performed in compliance with the German Animal Welfare and Ethical Guidelines of the TUM Hospital, Technical University of Munich, Germany.

### Isolation and Enrichment of Liver Lymphocytes

Liver tissue was harvested from C57BL/6J mice (24 weeks old, male) under sterile conditions. After mechanical disruption, liver tissue was enzymatically digested in Collagenase IV [0.5 mg/mL] and DNase [10 µg/mL] to dissociate lymphocytes from parenchymal tissue. The cell suspension was passed through a 70 µm cell strainer to remove debris. Using a Percol<sup>®</sup> gradient (550 G, 20°C, 20 minutes, acceleration 9, deceleration 1), lymphocytes were separated from hepatocytes and erythrocytes. The interphase was collected and washed once with PBS before the cells were further enriched using Miltenyi MACS kit (#130-115-818).

### Staining and sorting

Enriched lymphocytes were stained for fluorescence-activated cell sorting (FACS) for 20 minutes on ice with anti-CD3 (#100222), anti-CD19 (#115530), anti-F4/80 (#123118), anti-NK1.1 (#108728), anti-CD49b (#108906), and anti-NKp46 (#142606) and Fixable Viability Dye (#65-0866-14). Sterile cell sorting was performed using a BD FACS Aria<sup>™</sup> Fusion III device. NK cells were defined as CD3<sup>neg</sup> CD19<sup>neg</sup> F4/80<sup>neg</sup> NK1.1<sup>pos</sup>, CD49a<sup>neg</sup> CD49b<sup>neg</sup>. 

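The markers of this gate are products of genes whose loci are also examined in the paper. As printed, this gate and that of the ILC1s are both CD49b-negative and differ in CD49a, for which the staining list names no antibody. The counts, which carry no gene positions, cannot check the gates. CD49b, the integrin alpha 2 chain, is encoded by Itga2, which lies on chromosome 13 of GRCm38 from 114833081 to 114932100 on the minus strand in the GENCODE annotation. CD49a, the integrin alpha 1 chain, is encoded by Itga1 on the same strand of chromosome 13, from 114953096 to 115101964, so that the gene bodies are neighbours. NK1.1 is encoded by Klrb1c on chromosome 6, from 128778485 to 128789215. NKp46, which is in the staining panel, is encoded by Ncr1 on chromosome 7, from 4337724 to 4345164.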

ILC1s were defined as CD3<sup>neg</sup> CD19<sup>neg</sup> F4/80<sup>neg</sup> NK1.1<sup>pos</sup>, CD49a<sup>pos</sup> CD49b<sup>neg</sup>. Cells were collected into low-bind Eppendorf tubes containing high FCS FACS buffer (10%). After sorting, the cells were processed for ATAC-seq.

Assay for Transposase-Accessible Chromatin

The protocol was adapted from Corces et al. (Corces et al., 2017) and modified as followed: fresh sorted cells were pelleted at 600 rcf for 5 minutes at 4 °C. After discarding the supernatant, the pellet was resuspended in 50  $\mu$ L of ice-cold RSB1 and pipetted up and down three times. The cell suspension was kept on ice for 3 minutes before RSB1 was washed out with 1 mL of RSB2, followed by gentle inversion of the tube. Nuclei were then pelleted at 600 rcf for 10 minutes, and the resulting pellet was resuspended in an appropriate volume of Tn5 mixture. For 60,000 Group 1 ILCs, 25  $\mu$ L was used. After a 30-minute digestion at 37 °C with agitation at 1000 rpm, DNA was isolated and purified using the Qiagen MinElute Kit (#28004). In a subsequent step, the fragmented DNA was pre-amplified, and a small portion of the sample was used for qPCR to determine the number of additional cycles required for library preparation. The library was generated according to Buenrostro et al. (Buenrostro, Giresi, Zaba, Chang, & Greenleaf, 2013).

To enrich DNA fragments within the desired size range and to avoid sequencing primers, we performed an additional size-selection step using AMPure beads. First, 0.6× of the initial bead volume was added to the sample to remove large fragments (>700 bp). Next, an additional 2.68× bead volume was added to the transferred supernatant get rid of small DNA fragments (primers (<100 bp)). The beads were then washed twice with 80% ethanol, air-dried, and resuspended in DEPC-treated water. DNA concentration was measured using a Qubit fluorometer, and library size was assessed using an Agilent DNA High Sensitivity Chip. Bioanalyzer profile was quantified using Agilent 2100 Expert Software B.02.12 (SR2).

### Bioinformatic Analysis

For further computational analysis the raw sequencing files were trimmed for adapter contamination and low quality bases with Trimmomatic 0.39 (Bolger, Lohse, & Usadel, 2014) and aligned against the *Mus musculus* genome assembly GRCm38.p6 using Bowtie2 2.5.0 (Langmead & Salzberg, 2012). Post-alignment, mitochondrial and low quality fragments were removed using pysam 0.22.0 (Bonfield et al., 2021; Li et al., 2009). Fragment duplicates were filtered out via Picard 3.1.1 and alignments to regions defined in the ENCODE blacklist (Amemiya, Kundaje, & Boyle, 2019) were removed. Broad and narrow peaks were called for each sample separately using MACS 3.0.1 (Zhang et al., 2008) in BAMPE mode. All identified overlapping peaks were subsequently merged with BEDtools 2.30.0 (Quinlan & Hall, 2010) to form a set of non-overlapping fragment pile-up regions that were annotated based on their nearest transcription start site with HOMER 5.1 (Heinz et al., 2010) before counting sample specific fragment occurrences per individual region using featureCounts 2.0.6 (Liao, Smyth, & Shi, 2013). 

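The counting step gives each merged region 1 value per library, the number of fragments that fall in it, and a region called in only one library is counted in all 6. Over the 6 libraries together, the median region held 61 fragments, the 10th percentile was 4, the 25th was 14, the 75th was 299 and the 90th was 1396. At least 10 fragments in every library were present in 37460 regions, or 34.7%. In 20112 regions, or 18.6%, no library held more than 3 fragments. These regions together held 76592 fragments, or 0.151% of all fragments counted. Counts of this size leave wide sampling error, and 210 of these regions passed both thresholds for differential accessibility. In 1569 regions no library held any fragment.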

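DESeq2 scales each library by the median ratio of its counts to a reference, fits a negative binomial model to each region and tests the fold change with a Wald test. By default it leaves regions with low mean counts without an adjusted p-value (independent filtering). Run on the deposited counts with the thresholds of the paper, version 1.42.0 gave 24543 differentially accessible regions. Of these, 24355 (99.2%) were among the regions called by the edgeR test, all of them with the same direction. In the other direction, 72.7% of the 33494 regions called by the edgeR test were also called by DESeq2. Size factors were between 1.03 and 1.54 for the NK cell libraries and between 0.723 and 0.879 for the ILC1 libraries. It left 22687 regions without an adjusted p-value. For the region peak_15633, DESeq2 estimated a log2 fold change of 2.79 with a standard error of 0.10, and for peak_105170 it estimated -6.70 with a standard error of 0.36.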

Differences in chromatin accessibility between sample conditions were then assessed with DESeq2 1.38.3 (Love, Huber, & Anders, 2014).

### Visualization packages

All analyses were conducted using R version 2023.09.0+463. Correlation analysis was performed using Persons correlation. Principal Component Analysis (PCA) was carried out utilizing the DESeq2 package (1.42.1) (Love et al., 2014). Heatmaps were generated using

heatmap (1.0.12). Genset Enrichment analysis (GSEA) was conducted using the clusterProfiler (4.10.1), msigdb (7.5.1), enrichplot (1.22.0) and DOSE (3.28.2) packages. Genomic data visualization was carried out using IGV viewer (version 2.11.2-2). Additional data visualizations were made with ggplot2 (3.5.0).

#### Statistical analysis and figure generation

Data analysis was performed using GraphPad Prism 10.0. Figures were created using BioRender.

## Literature (Material and Methods)

- Amemiya, H. M., Kundaje, A., & Boyle, A. P. (2019). The ENCODE Blacklist: Identification of Problematic Regions of the Genome. *Scientific Reports*, 9(1), 9354. doi:10.1038/s41598-019-45839-z
- Bolger, A. M., Lohse, M., & Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics*, 30(15), 2114-2120. doi:10.1093/bioinformatics/btu170
- Bonfield, J. K., Marshall, J., Danecek, P., Li, H., Ohan, V., Whitwham, A., . . . Davies, R. M. (2021). HTSlib: C library for reading/writing high-throughput sequencing data. *GigaScience*, 10(2). doi:10.1093/gigascience/giab007
- Buenrostro, J. D., Giresi, P. G., Zaba, L. C., Chang, H. Y., & Greenleaf, W. J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nature Methods*, 10(12), 1213-1218. doi:10.1038/nmeth.2688
- Corces, M. R., Trevino, A. E., Hamilton, E. G., Greenside, P. G., Sinnott-Armstrong, N. A., Vesuna, S., . . . Chang, H. Y. (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. *Nature Methods*, 14(10), 959-962. doi:10.1038/nmeth.4396
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y. C., Laslo, P., . . . Glass, C. K. (2010). Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. *Molecular Cell*, 38(4), 576-589. doi:<https://doi.org/10.1016/j.molcel.2010.05.004>
- Langmead, B., & Salzberg, S. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nature Methods*, 9(4), 357-359. doi:10.1038/nmeth.1923
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., . . . Subgroup, G. P. D. P. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics*, 25(16), 2078-2079. doi:10.1093/bioinformatics/btp352
- Liao, Y., Smyth, G. K., & Shi, W. (2013). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*, 30(7), 923-930. doi:10.1093/bioinformatics/btt656
- Love, M. I., Huber, W., & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, 15(12), 550. doi:10.1186/s13059-014-0550-8
- Quinlan, A. R., & Hall, I. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*, 26(6), 841-842. doi:10.1093/bioinformatics/btq033
- Zhang, Y., Liu, T., Meyer, C. A., Eeckhoute, J., Johnson, D. S., Bernstein, B. E., . . . Liu, X. S. (2008). Model-based Analysis of ChIP-Seq (MACS). *Genome Biology*, 9(9), R137. doi:10.1186/gb-2008-9-9-r137

A

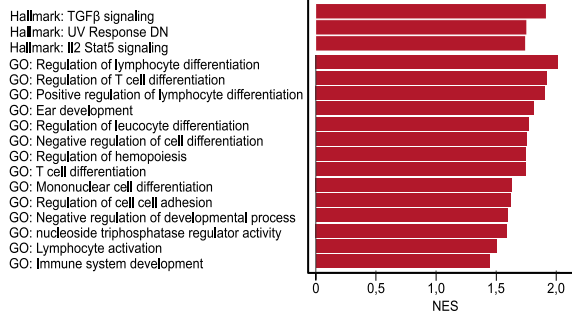

B

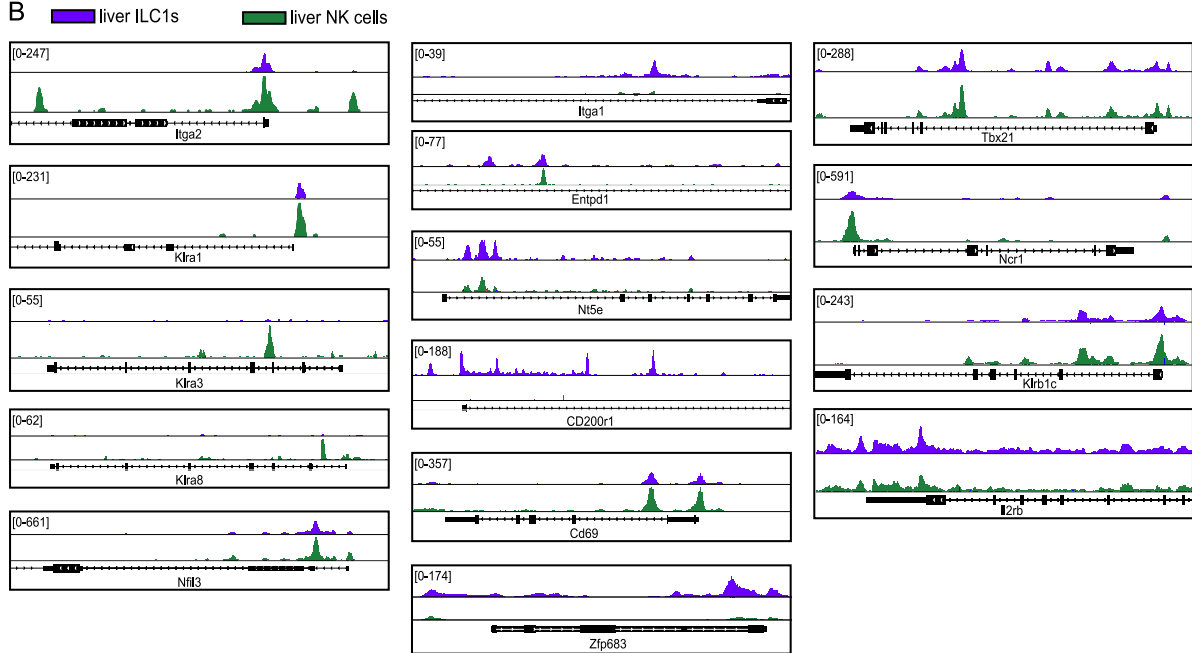

### Figure Legend Supplementary Figure:

Figure S1. Gene set enrichment analysis (GSEA) and gene tracks of selected genes  
**(A)** GSEA of Hallmark and Gene Ontology (GO) gene sets was performed using the maximum  $|stat|$  values of DARs between ILC1s and NK cells with  $FC > 0$  and  $padj < 0.05$ . **(B)** Gene tracks of selected gene regions, shown as auto-scaled grouped tracks.

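The gene set analysis uses the largest absolute statistic among DARs, so it depends on which gene each region is assigned to. The tracks show fragment coverage along the named genes, on a scale set separately for each gene. Coordinates here are those of GRCm38 in the GENCODE annotation, and all genes named are protein-coding. Among the genes of Figure S1B, Klra8 (chromosome 6, from 130115226 to 130129898), Klra3 (130323289 to 130337574) and Klra1 (130363917 to 130386874) lie on the minus strand near each other and are members of one family of related receptor genes, so that fragments could align to more than one of them. Nfil3 lies on chromosome 13 from 52967209 to 52981073. Entpd1 lies on chromosome 19 from 40612366 to 40741602, Nt5e on chromosome 9 from 88327197 to 88372092, Cd200r1 on chromosome 16 from 44765736 to 44794978, and Zfp683 on chromosome 4 from 134053838 to 134058996. Cd69 lies on chromosome 6 from 129267325 to 129275436. Tbx21 on chromosome 11 (from 97098071 to 97115331) encodes the transcription factor T-bet, and Il2rb on chromosome 15 (from 78479256 to 78495271) encodes a receptor chain for interleukins. Eomes, on chromosome 9 from 118478212 to 118486132 with 6 exons, and Cxcr6, on the same chromosome from 123806475 to 123811760 with 2 exons, are the loci drawn in Figure 2F. The number of fragments at these loci was not analysed here, because the regions of the count table carry no position.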

How the deposited data were processed for this re-analysis (not part of the article)

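Chromatin accessibility was measured by ATAC-seq in 3 libraries of liver ILC1s and 3 of liver NK cells, sorted from male C57BL/6J mice. The authors trimmed reads with Trimmomatic, aligned them with Bowtie2 to GRCm38, removed mitochondrial and low-quality fragments with pysam, duplicates with Picard and blacklisted regions, called broad and narrow peaks in each library with MACS in paired-end mode, merged overlapping peaks with BEDtools, and counted fragments per merged region with featureCounts. The deposited values are raw fragment counts of 107945 regions, without normalization, and the authors did not pool replicates. In paired-end mode the peak caller uses whole fragments, and the paper's text does not mention a shift of fragment ends for the offset of Tn5 insertion. Such a shift is a few bases and small against the width of a region. The regions are named by a running number, and neither their positions nor the HOMER annotation were used here.

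The cell type of each column was taken from its name. The suffixes of the column names start at none and those of the sample titles start at 1, so a column was not assigned to a numbered sample, and the libraries are identified by their totals, between 5687282 and 12302602 fragments in regions. No column of the table was left out. Duplicates were already removed by the authors, and statements on counts cover counting error and the spread between libraries.

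From the counts, differences were tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, estimateDisp, glmQLFit and glmQLFTest with the cell type as the only term, all 6 libraries in one fit, and Benjamini-Hochberg adjustment over the 106376 regions with at least 1 fragment. Differentially accessible regions (DARs) had an adjusted p-value under 0.05 and a fold change over 1.5, as in the paper. The paper names no filter on low counts in its text, and none was applied beyond the removal of empty regions. Fold changes are liver ILC1s over liver NK cells. DESeq2 1.42.0, the tool the paper names, was run as an alternative. PCA used the variance-stabilising transformation of DESeq2 on all regions, and correlations used log2(CPM + 1), where CPM are counts scaled to the library total. The regions named were chosen by a rule set before the data were examined, namely those with the smallest p-values in each direction among DARs whose groups do not overlap. That rule took 3 regions in each direction, and 2 are given, since the regions are not paired with genes here. It also covered the genes the paper names, whose regions were not analysed here. The edgeR procedure was tested on simulated counts drawn with the means and library sizes of the real regions, in which 200 regions with a mean of at least 10 fragments were changed by known folds. Of these, 75% were recovered with the right direction, with 1 false call among 104449 tested regions. DESeq2 recovered 64.5% with 0 false calls in the same simulation. The spread between libraries was drawn from the trend fitted by edgeR, without a spread specific to each region. The real counts differ, with 39243 regions at an adjusted p-value under 0.05 in the edgeR test and 30.5% of DARs under a mean of 10 fragments. The rates of recovery and of false calls therefore hold for the simulation and not for the real DARs.

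Alternatives were other normalizations (size factors of DESeq2, totals alone, and loess offsets with a span of 0.3 from limma 3.58.1), filters on low counts, a test against the fold change threshold, stricter and looser thresholds, other settings of the PCA and the correlations, and the omission of each library in turn. The planned analyses of annotation classes, motifs, gene loci and gene sets, and a correction for GC content, need the position of each region and were not run. Gene positions come from the GENCODE vM21 annotation of GRCm38, the assembly the paper names.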

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

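Alternatives were fixed before the data were examined, except where stated. The number of DARs, 33494 with edgeR and TMM normalization, changed little with the normalization: 33443 with the size factors of DESeq2, 33283 with totals alone and 32867 with abundance-trended loess offsets. Between 95.2% and 98.2% of the DARs were kept under these scalings, all of those kept with the same direction. The share higher in liver ILC1s was 50.5% with TMM, 52.2% with size factors, 53.9% with totals alone and 50.5% with loess offsets. With DESeq2 the number was 24543, with filterByExpr 24346, and with a test against the fold change threshold (glmTreat) 23764. Without a fold change threshold there were 39243. Across the 6 fits that each left out one library, the number of DARs was between 26759 and 31331, with 13788 to 16486 higher in liver ILC1s and 12971 to 15612 higher in liver NK cells.

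Some settings moved the count by more than 1.5 times. With at least 10 counts in every sample, 37460 of the 106376 regions were tested and there were 13253 DARs, 7481 higher in liver ILC1s and 5772 in liver NK cells. This filter removes regions that are closed in one cell type. With the stricter thresholds of an adjusted p-value under 0.01 and a fold change over 2, which can only lower the number, there were 21674 DARs, 10995 higher in liver ILC1s and 10679 in liver NK cells. Among alternatives added after the data were seen, DESeq2 without independent filtering gave 10999 DARs higher in liver NK cells (23440 in total), which is below the 16576 of edgeR by more than 1.5 times. The total stayed within 1.5 times. Of the other added alternatives, the legacy quasi-likelihood of edgeR gave 33606 DARs, and thinning every library at random to the smallest total gave 28779. The size factors of DESeq2 within edgeR (33443 DARs) did not close the distance between the tools. DESeq2 without its filter gave 23440. The filter is set to maximise the number of regions that pass, so removing it could hardly have closed the distance. At or under the median abundance edgeR called 10689 DARs and DESeq2 5312, against 22805 and 19231 above it. Other causes of the distance were not tested. In the simulated counts DESeq2 also recovered fewer of the changed regions than edgeR (64.5% against 75%). Those counts were drawn with a spread fitted by edgeR and held no changed regions with a mean under 10 fragments. They cannot account for the distance in the real counts.

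Among changes within 0.5 on the log2 scale, the share higher in liver NK cells was 59.7% with TMM, 54% with size factors, 47.7% with totals alone, 49.3% with loess offsets and 51.5% after thinning. PC1 held 78.8% of the variance over all regions, 78% on log2(CPM + 1), 85.6% with at least 10 counts in every sample, 98.5% with the 500 most variable regions, and between 77.7% and 82.6% when each library was left out in turn. The mean correlation was 0.983 within and 0.909 between cell types. It was 0.938 and 0.828 with Spearman's rho, 0.994 and 0.955 on linear CPM, and 0.984 and 0.882 with at least 10 counts in every sample. In each of these settings the lowest value within a cell type exceeded the highest value between cell types.

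The fold changes of the 4 named regions kept their direction and their adjusted p-value under 0.05 in each of the 16 refits for peak_15633 and peak_29979 and in each of the 15 refits that tested peak_105170 and peak_52567, which the minimum of 10 counts in every sample leaves out. These regions were chosen for the smallest p-values in the same counts, so this outcome was nearly certain beforehand and says nothing on other regions. The 6 classes of fold change were recomputed 90 times. They stayed within 1.5 times of the reported number in 73 cases and were lower in the other 17. Without the ILC1 library of 6916979 fragments, the class from -0.5 to 0 fell from 2670 to 1304. The class from -1 to -0.5 then fell from 3712 to 2281. Without the NK cell library of 11279588 fragments, the class from 0 to 0.5 fell from 1804 to 994. The classes beyond 1 stayed within 1.5 times in every fit that left out a library.

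No paired analysis was possible because the columns of the table carry no replicate number that matches the samples, so a block for the replicate number could not be fitted. The suffixes of the columns run alike in both cell types, but whether equal suffixes mark a pair is not stated. A block on the suffix, which would pair libraries by column order, was not run. All numbers of DARs given here therefore come from fits without a term for pairing. The planned corrections for GC content and the alternatives for annotation classes, motifs, gene loci and gene sets were not run, because the regions carry no position.

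Depth limits the results for regions with few fragments. In the 20112 regions where no library held more than 3 fragments, 210 DARs were called. DARs with a mean under 10 fragments per library numbered 10222, or 30.5% of all DARs, and their fold changes rest on few fragments. Fold changes are likewise imprecise for the 8968 DARs with 3 or fewer fragments in every library of the less accessible cell type.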

Differences from the paper's values

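With edgeR and TMM normalization for the DARs and all regions in the PCA, no value of the paper that was also computed here differed by more than the error and by more than 1.5 times. This limit is wide, since the 39243 regions without a fold change threshold also stay within it. For the share of PC1 a higher value could not have met this criterion, since it cannot exceed the whole variance. The paper reports 30129 DARs, and 33494 were found with edgeR. With DESeq2, the tool the paper names, 24543 were found, in a later version than the one the paper gives for this test. The number of the paper was thus not reproduced with its own tool. None of the settings set before the data were examined gave exactly that number. The setting with at least 10 counts in every sample gave 13253, which differs from the number of the paper by more than 1.5 times. The nearest was the fit without the NK cell library of 8526923 fragments, with 30609. PC1 held 78.8% of the variance, against about 81% in Fig. 2A, read by eye, and PC2 held 7.58%, against about 7%.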

Other observations

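The tests on regions of low abundance, on empty regions and on the peak numbering were chosen only after the result was seen, and the limits of 3 and 20 fragments for regions open in one cell type were set after exploratory fits had shown the pattern. All hypotheses here were found and tested on the same 6 libraries.

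Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DARs as the comparison of the cell types, namely that comparison itself. The 9 other splits gave 0 DARs each, with between 1013 and 4613 regions at an unadjusted p under 0.05 in the edgeR test, against 47095 for the cell types. This result was fixed in advance, because every other split puts both cell types into each group and the difference between them then counts as spread within groups. It shows no stability of the DARs. With 10 splits this share cannot fall under 0.1, and the depth of the libraries follows the same split as the cell type.

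Among DARs with 3 or fewer fragments in every library of the less accessible cell type, 4759 were higher in liver NK cells and 4209 in liver ILC1s. The numbers were far less even when a minimum was also set for the other cell type. At least 20 fragments in every library of one cell type and 3 or fewer in every library of the other were found for 938 regions open in NK cells and 51 open in ILC1s, a ratio of 18.4. The paper does not report this comparison. A candidate explanation is the greater depth of the NK cell libraries, since a deep library reaches 20 fragments more easily and stays at 3 or fewer less easily. With every library thinned to the smallest total (median of 5 draws), the numbers were 425 and 145, a ratio of 2.93. The number open in ILC1s rose, since at lower depth more regions fall to 3 or fewer fragments in the NK cell libraries. The depth of the counts thus bears on the imbalance, but equalising it did not remove the imbalance. Thinning left the set of regions as called at full depth, so an effect of depth on that set was not tested. A second candidate explanation is a small number of ILC1 nuclei in every NK cell library. In held-out libraries, at regions at least 8-fold more open in ILC1s, the 5th percentile of the NK cell level was 2.78% of the ILC1 level, against 1.41% for the ILC1 level at regions that were as much more open in NK cells. When 2.78% of the ILC1 level was subtracted from the thinned NK cell libraries, the numbers were 425 and 257, a ratio of 1.65. This share is a generous one, since the 1st percentile was 1.32%, and nothing was subtracted from the ILC1 libraries. Thinning alone, and thinning with this subtraction, left the ratio above 1.5, and the subtraction was not run without thinning. What remains may be a difference between the cell types, with more sites closed in ILC1s, but this is a hypothesis. Other cells in the sorted populations were not tested.

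Depth also bears on the direction of weak calls. The regions were divided by abundance into 10 equal parts, and in parts 2 and 3 from the lowest, 62.8% of the 2496 DARs were higher in liver ILC1s, compared with 50.5% of all DARs. After thinning to equal totals the share was 52.1% (median of 5 draws, between 51.1% and 54%), with 1182 DARs. This fall could come from the deeper NK cell libraries. In the first draw, the only one divided into all parts, the share rose in each of parts 4 to 10. It went from 53.3% to 54.1% in part 4 and from 43.4% to 49.7% in part 10. The median log2 fold change of regions with at least 10 fragments in every library also moved in this draw, from -0.001 to 0.045. The rise was therefore not separated from a change of scaling. The fall was thus limited to parts 2 and 3. The test was first set up on all regions under the median abundance with a limit of 55%, but the share there was 54% before thinning (52.5% after), so that version could not have come out the other way, and it was replaced after its values were seen. No biological explanation was tested.

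The NK cell library with 12302602 fragments lay nearer the ILC1 libraries on PC1 (-26.7) than the others (-30.5 and -30.6). If ILC1 nuclei had been mixed into it, the estimated share should be the same whichever regions are used. The estimate from regions chosen in other libraries was 2.19% for this library, against -1.49% and -0.751% for the other NK cell libraries (a negative value means a level below that of the reference library), but it was 2.65% in regions with an 8 to 16-fold difference and 0.85% in regions with a difference over 32-fold, which a single mixed share alone does not give. In a simulation with 10% of ILC1 signal added, the estimate rose by 10.7 percentage points, and by 10.6, 10.8 and 11.1 points in the 3 classes of regions from the smallest to the largest difference. The estimates are taken against the other NK cell libraries, whose own estimates moved the other way between these classes (from -1.15% to 0.238% for the library with 8526923 fragments and from -1.57% to -1.11% for the library with 11279588), so the movements are not independent of each other and a small mixed share is not excluded. As a check on background, the level relative to the other NK cell libraries in unchanged regions of low abundance was 1.02. It was 1.01 for the NK cell library with 11279588 fragments and 0.97 for that with 8526923. The background that would give the shift was not computed, so higher background is not excluded. The shift may reflect differences between the mice or the sorts, which could not be separated here.

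The table holds 1569 regions in which no library had a fragment, although regions come from peaks called in libraries. If a contiguous stretch had been skipped in counting, empty regions would follow each other in the peak numbering. They did so 103 times against 22.7 on average in 1000 shuffles, a ratio of 4.53, with a longest run of 5. The limit set for a skipped stretch was a ratio of 10. Empty regions occurred in each of 10 equal parts of the numbering, between 101 and 187 per part, so a single skipped stretch is unlikely to be the source. Their origin remains open.

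DARs with consecutive peak numbers tended to change in the same direction. Of 14137 such pairs, 81.2% shared the direction, against 48.8% to 51.3% in 1000 shuffles, so the numbering is not an unrelated order. The share was 68% at 5 steps, 61.7% at 10 steps and 50.6% at 100 steps, and with at least 10 fragments in every library it was 84.1% for consecutive numbers. Wide regions split into adjoining peaks would not be expected to give the excess at 10 steps. If the numbers follow genomic position, which the table does not state, the pattern may reflect domains of several regions that open or close together in one cell type. This hypothesis needs the positions of the regions to be tested. No technical cause of the pattern was tested beyond the split of wide regions, and the planned correction for GC content was not run.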
